A study of Homo sapiens with 175 samples. Its data were reported in "Chromatin and Single-Cell RNA-Seq Profiling Reveal Dynamic Signaling and Metabolic Transitions during Human Spermatogonial Stem Cell Development" (2017).

How the data were processed

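Single testicular cells were enriched by magnetic sorting for SSEA4 or for KIT, captured on a Fluidigm C1 instrument, and made into Nextera XT libraries that were read in 50-cycle single-end runs. The authors aligned the reads to hg19 with novoalign (options -o SAM -r ALL 50), counted reads per Ensembl gene with the USeq tool DefinedRegionDifferentialSeq (options -m -t), and turned the counts into RPKM, that is read counts scaled by gene length and by the mapped reads of the library, with R scripts of their own. The deposited table gives RPKM for 32131 genes in 175 cells, 101 of the SSEA4+ and 74 of the KIT+ sort, before any filter on cells. Neither the gene lengths nor the read totals behind the RPKM are in the table.

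Each column is 1 library from 1 cell, and the labels name no donor. Each sort was therefore treated as 1 sample, and no p-value, standard error or count of changed genes was computed from cells. Shares of cells are given with exact Clopper-Pearson intervals at 95%. These intervals and the SD over cells cover counting error and the spread of cells. They do not measure the variation between donors or sorts, since the labels identify no replicate sorts. PCR copies of 1 molecule could not be told from separate molecules.

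For any gene, the RPKM values of cells quantified with the same gene length fall on a lattice of whole reads. Pairs of cells were compared by the most common ratio of their values over shared genes, with pairs joined at a share of 2% or more, and joined cells were grouped with networkx 3.6.1. Reads were then recovered per gene within each group of columns by trying up to 30 reads for the smallest value. The tolerance was 0.02 reads, wider at high read numbers, for 97% of the values. Genes for which no number of reads met this have no recovered reads, in set 1 all but 20197 of the 20202 genes above 0 in at least 5 cells. Genes abundant in every cell are the likeliest to be missed. Recovered lengths were compared with GENCODE release 44 lifted to GRCh37, in which 31105 of the 32131 gene IDs were found. Coordinates are from that annotation, 1-based. Of the gene symbols, 57 were on more than 1 row of the table, none of them among the genes named here.

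Cells were kept when at least 3000 genes had an RPKM above 0.5, and genes when they were above 0.5 in at least 20 kept cells, following the rules the study states. The total number of cells kept equalled that of the study. The split by sort, here 62 SSEA4+ and 30 KIT+ cells, and the number of genes, here 6845, did not reproduce its values. The study also required more than 2000000 reads per cell. That rule was not applied, because the table gives no total of reads and the reads recovered in genes are only part of it. Among the kept cells, 10 SSEA4+ and 16 KIT+ cells had over 2000000 recovered gene reads.

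The main measure was the difference, KIT+ minus SSEA4+, of the mean of log2(RPKM + 1) over kept cells. A gene list was summarised by the median difference of its tested genes and by the percentile of that median among 10000 random lists of the same size, drawn to match the list in mean expression over 20 bins. Lists with fewer than 3 tested genes got no percentile. The 34 lists were written beforehand. Of all 38 lists used, 4 of them added later, 30 were not taken from the study, and 10 of these 30 share genes with the study's lists, up to 5 genes each. Of the lists taken from the study, the stem cell and spermatogonia markers were chosen by it from mouse work and bulk data, and the pluripotency genes were named with its bulk data. The chromatin and transcription genes, the genes of the KIT+ side and the antigens were named with its results on these cells, so those lists are not independent evidence.

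Principal components were computed on centred values without the sort labels, and separation along a component is the area under the ROC curve. Neighbour purity is the share of a cell's 5 nearest neighbours, by Spearman correlation, from its own sort. The marker score of a cell is the mean z of 6 spermatogonia markers minus the mean z of 6 stem cell markers named by the study. Named genes followed a rule set in advance. They are the study's markers and antigens, the extremes of each list, TXNIP, the pluripotency genes, DDX4, DAZL, GATA4, LHCGR, the 2 highest genes of each list for other cells, and the 10 genes with the largest difference in each direction that were above 0.5 in at least 50% of the kept cells of the higher sort. Genes named outside the rule are said to be so.

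Alternatives chosen before the data were examined were other pseudocounts (0.1 and 10), other thresholds on genes and cells, the ratio of mean RPKM, rescaling of cells, matching or fitting on detected genes, blocks of title numbers, and all 175 cells. Alternatives added after the data were seen were values within each group of columns, sort and group of columns in 1 linear fit, centring within each group, recovered reads over 1 set of exon lengths, at least 1 recovered read as detection, the area under the ROC curve of the marker score, and the place of each list among random lists under every alternative. To test the effect of reads on germ cell genes, recovered reads of 9 cells were thinned at random in 100 draws. The normalization planned for raw counts was not run, because the table holds RPKM. The study's test of genes along an ordering of cells was not repeated, since cells are not replicate samples.

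The methods were tested on simulated data of 60 cells and 13388 genes. All simulated cells were put in the right group of columns (100%), and 99.9% of the read numbers were recovered within 2%. Of unchanged simulated lists, 5.5% fell outside the middle 95% of random lists. These lists were drawn at random, with the sorts even between the groups of columns. The value therefore does not give the rate for real lists in the pooled cells, where the sorts were uneven. Random lists were not matched on gene length. When the sorts were uneven between the groups of columns, the pooled difference of unchanged genes followed the length ratio with a Spearman rho of 0.530, against 0.018 and -0.0024 within the groups. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.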

Results

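Transcripts were measured in single cells of human testis, sorted either for SSEA4, a surface glycolipid used to enrich stem cells of the male germline, or for KIT, a receptor found on differentiating spermatogonia. The comparison of the sorts asks how germline stem cells differ from cells on the way to meiosis. The labels name no donor, so each sort counts as 1 sample. Replicates cannot be identified from the labels, and intervals and SD cover counting error and the spread of cells only.

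The columns of the table fell into 2 sets that had been quantified with different gene lengths. The most common ratio of RPKM values was shared by a median of 6.13% of genes for pairs of cells in the same set and by 0.340% for pairs in different sets. Set 1 held SSEA4+ cells 1 to 56 and KIT+ cells 1 to 32, and set 2 held the remaining cells of both sorts. In both sets, 99.9% of values above 0 were whole reads of a fixed length per gene, within 0.02 reads or a wider limit at high read numbers. The length of each gene was fitted to make its values whole, so this share partly follows from the fit. The lengths in set 1 followed the gene span with introns, with a Pearson r of 0.980 across 12546 genes and 85.3% of genes within 5%. Those in set 2 followed the exon length, with an r of 0.916 across 8547 genes and 52.8% within 5%. The median length of a gene in set 1 over set 2, relative to single-exon genes, was 7.75-fold, so that values of the same gene are not on 1 scale across sets. In addition, 374 genes were above 0 in at least 20 cells of set 1 and listed at 0 in every cell of set 2, and 113 genes showed the reverse. Most comparisons are therefore given for the pooled cells and within each set. No pair of cells was a duplicate, and the highest Spearman correlation between cells of the same set was 0.594.

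Recovered gene reads per cell had a median of 905242 in SSEA4+ cells (range 76807 to 6460719) and 1588132 in KIT+ cells (range 102956 to 5127114). By set, the medians were 1138089 in SSEA4+ and 1629317 in KIT+ cells of set 1, and 460277 and 1501895 in set 2. The minimum of 3000 genes above RPKM 0.5 was reached by 62 SSEA4+ cells, or 61.4% (95% interval 51.2 to 70.9), and by 30 of 74 KIT+ cells, or 40.5% (29.3 to 52.6). The order of the sorts was opposite within the sets. In set 1, all 56 SSEA4+ cells (93.6 to 100%) passed against 9 of 32 KIT+ cells (28.1%, 13.7 to 46.7), while in set 2, 6 of 45 SSEA4+ cells (13.3%, 5.05 to 26.8) passed against 21 of 42 KIT+ cells (50%, 34.2 to 65.8). For KIT+ cells, counting genes above 0 in place of 0.5 moved the pooled share most, to 89.2%, against 74.3% of SSEA4+ cells, which turned the pooled order of the sorts. For SSEA4+ cells, the share within set 2 was the largest move. Of the kept cells, 6 of 62 SSEA4+ and 21 of 30 KIT+ cells were thus in set 2. Kept SSEA4+ cells had a median of 4619.5 detected genes (range 3080 to 7114) and kept KIT+ cells of 4006.5 (3045 to 6356). Within set 1 the medians were 4708 and 3666, and within set 2 they were 3501.5 and 4244. Counting genes above 0 raised the pooled medians to 7912.5 and 6755.5.

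**Figure D1:**
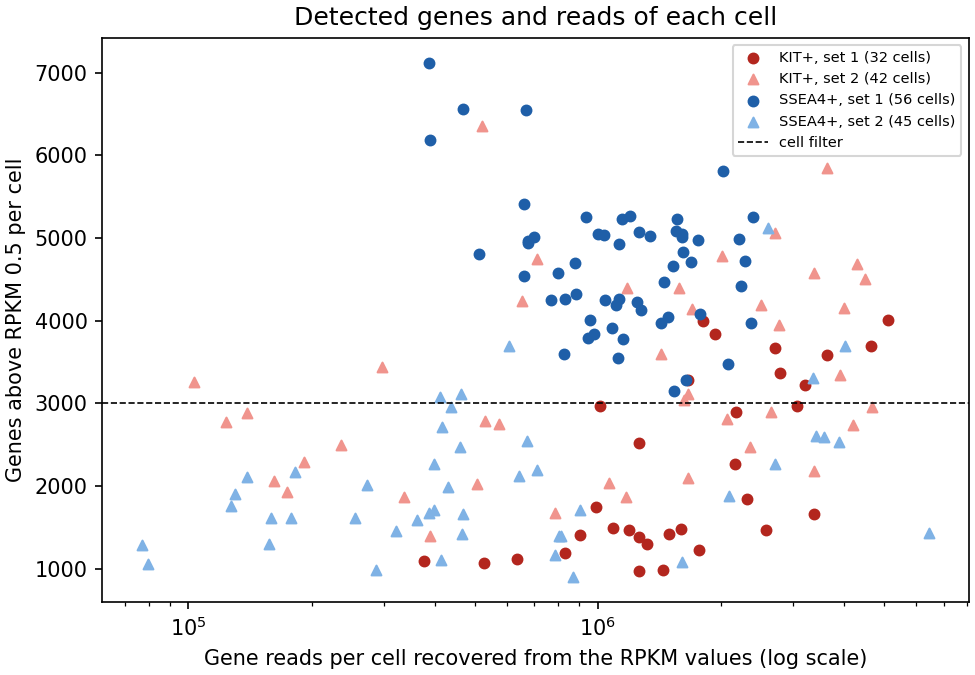
Genes above RPKM 0.5 in each cell against the gene reads recovered from its values (log axis), for SSEA4+ and KIT+ cells by set, with the minimum of 3000 genes as a dashed line. All 56 SSEA4+ cells of set 1 lie above the line, against 6 of the 45 in set 2.

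Among the 6845 genes kept, the first principal component held 10.6% of the variance and the second 5.86%. The area under the ROC curve for the sorts was 0.848 on the first component and 0.817 on the second. On the same components the sets were separated with areas of 0.736 and 0.881. Along the pooled first component, the sorts were separated with an area of 0.97 among cells of set 1 and 0.841 among cells of set 2. Reads per cell were not allowed for in either. The use of all cells, without the filter, moved the area on the first component most, to 0.561. Of the nearest neighbours of a cell, 98.4% came from the same sort for SSEA4+ cells and 93.3% for KIT+ cells, against 67% and 31.9% from the sort sizes. Neighbours also came from the same set, in 98.5% for cells of set 1 and 92.6% for cells of set 2. Within set 1 the purity was 98.6% for SSEA4+ cells (85.9% from the sort sizes) and 75.6% for KIT+ cells (12.5%). Within set 2 it was 86.7% (19.2%) and 99% (76.9%). The alternative that moved purity most was the computation within set 1, for KIT+ cells.

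The marker score set the study's 6 spermatogonia markers (KIT, SOHLH2, SYCE3, SSX3, SYCP3, NR6A1) against its 6 stem cell markers (GFRA1, BCL6, FGFR3, ID4, SALL4, ETV5). Its median was -0.51 in kept SSEA4+ cells (SD over cells 0.452) and 1.31 in kept KIT+ cells (SD 0.837). A score above 0 was found in 4 of 62 SSEA4+ cells (6.45%, 1.79 to 15.7) and 29 of 30 KIT+ cells (96.7%, 82.8 to 99.9). The 0 of the score is the mean of the cells used and so moves with the mix of the sorts. With z taken within set 1, the shares were 32.1% of 56 SSEA4+ and 100% of 9 KIT+ cells, the largest move for SSEA4+ cells. Within set 2 they were 0% of 6 SSEA4+ cells, which allows up to 45.9%, and 71.4% of 21 KIT+ cells, the largest move for KIT+ cells. So the shares cannot be compared between sets. The area under the ROC curve of the score for the sorts, which does not depend on that 0 and was added after the data were seen, was 0.978 in all kept cells, 0.996 in set 1 and 0.960 in set 2. The study chose these markers from mouse work and its own bulk data, not from the single cells, but chose them as markers of these sorts.

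**Figure D2:**
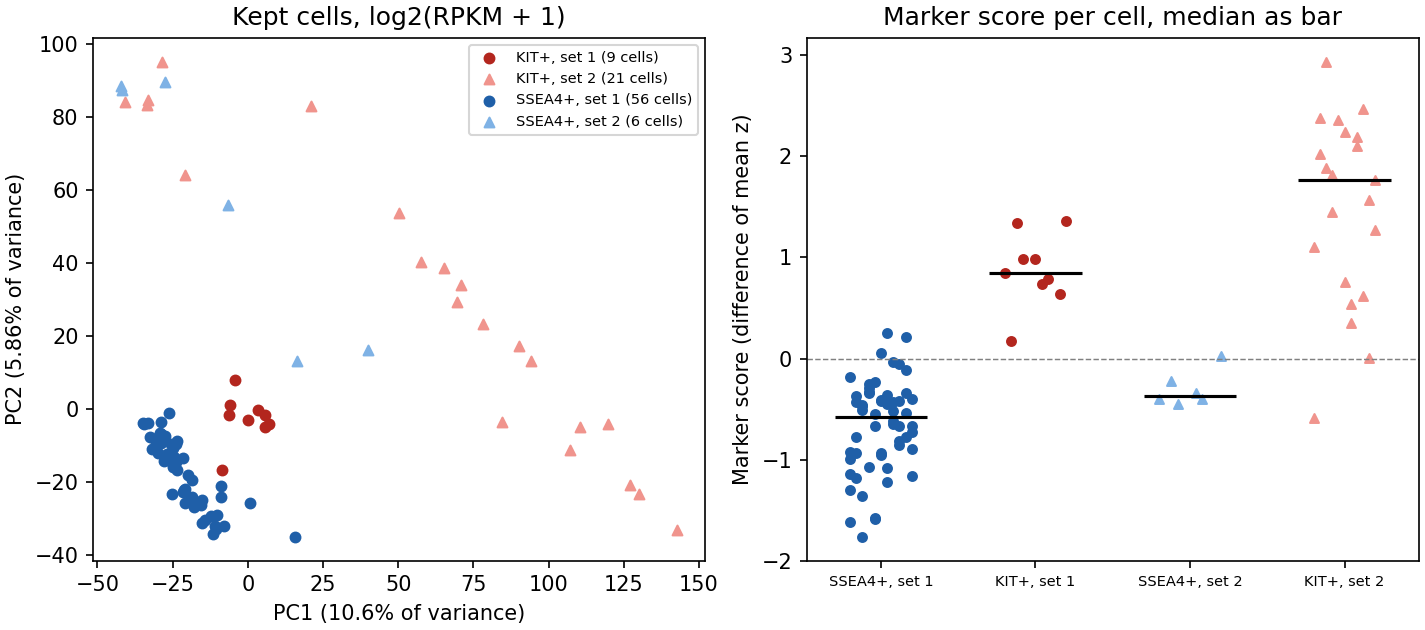
Left, kept cells on the first and second principal components of log2(RPKM + 1), by sort and set. Right, marker score of each kept cell from z over all kept cells, by sort and set, with the median as a bar, where 29 of 30 KIT+ and 4 of 62 SSEA4+ cells lie above 0.

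Across the 6845 genes, the median KIT+ minus SSEA4+ difference of mean log2(RPKM + 1) was 0.17, with -0.13 within set 1 and 0.47 within set 2. The ratio of mean RPKM moved it most, to 1.08, and rescaling each cell to the same sum turned it to -0.48, so that differences of lists are read against random lists of like expression. The differences within set 1 and set 2 had a Spearman rho of 0.317 across genes, which are not independent replicates, and 54.7% of genes had the same sign in both.

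Of the 28 lists with a percentile, 11 had a median above the middle 95% of random lists in the pooled cells. Of these, 9 were above it within set 1, 7 within set 2 and 7 within both. A further 12 lists were below the middle 95% in the pooled cells, with 10 of them in set 1, 3 in set 2 and 3 in both. The study's spermatogonia markers had a median of 2.74, with 1.26 within set 1 and 3.12 within set 2, all above the middle 95%. The use of all cells of set 1, kept or not, moved it most, to 0.15. A mean of 10.3% of the KIT+ cells so added had a given gene of a germ cell list, against 59.6% of the kept ones. Changes with all cells of set 1 may therefore come from cells other than spermatogonia. For the 4 tested stem cell markers the median was -1.34, with -1.51 in set 1 and -0.36 in set 2, where it was at the 6.48th percentile. The study's chromatin and transcription genes of SSEA4+ cells had a median of -1.55, with -1.10 in set 1 and 0.016 in set 2, where the median was not negative but still below the middle 95%, as that of all genes was 0.47. Its genes of the KIT+ side (12 tested) had 1.66, with 0.59 and 1.59 within the sets. With all cells of set 1 that last value was -0.067, still above the middle 95% since the median of all genes was -0.48 there. The study's antigens of its earlier cell states gave -1.32 (-1.26 and -0.048 within the sets), and those of its later states 1.49 (0.86 and 2.02).

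Of the lists written here, those of LSM and SNRP, meiosis, proteasome and DNA replication genes were above the middle 95% in the pooled cells and in both sets, of which the meiosis list holds 5 genes of the study's lists and the DNA replication list 1. LSM and SNRP genes had a pooled median of 1.31 (0.73 in set 1 and 2.32 in set 2), meiosis genes 1.0 (0.54 and 1.59), proteasome genes 0.85 (0.39 and 1.48) and DNA replication genes 0.82 (0.50 and 1.43). With all cells of set 1, where the median of all genes was -0.48, meiosis genes were still above the middle 95% (-0.044), and the LSM and SNRP (-0.51), proteasome (-0.75) and DNA replication genes (-0.41) were inside it. NDUF subunits had 0.97 (0.41 and 0.95), inside the middle 95% in set 2, and differentiating spermatogonia markers 1.45 (0.70 and 1.69), inside it in both sets. Spermatocyte markers were just past the limit, at the 97.6th percentile, with 1.05 (0.65 and 0.33). Spermatid markers had a pooled median of 3.52, against -0.0052 in set 1 and -2.02 in set 2, so the pooled difference did not hold within the sets.

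Lists below the middle 95% in the pooled cells included undifferentiated spermatogonia markers with -1.34 (-1.51 and -0.36 within the sets), ancillary pluripotency genes with -1.09 (-1.32 and -0.55), and the KLF family with -0.91 (-0.79 and -0.38), which was below it in both sets. BMP pathway genes had -0.39 (-0.68 and -0.41), also below it in both sets. Of the 12 undifferentiated spermatogonia markers, 5 are genes of the study's lists, and their medians equal those of its stem cell markers. That list is therefore not separate evidence. The KLF family holds 2 genes of the study's lists and the BMP list 1. Receptors for FGF, GDNF, LIF and PDGF had -0.43 (-0.58 and -0.30), inside the middle 95% in set 2 (3.78th percentile). The MAGE family had -0.47 (-0.82 and 0.60), ZNF genes -0.13 (-0.41 and 0.29), WNT pathway genes -0.31 (-0.40 and 0.016) and NOTCH pathway genes -0.46 (-0.31 and 0), with no negative median for these in set 2. In set 2, 2 of the 5 tested NOTCH genes were listed at 0 in every kept cell, so its median of 0 does not show an absent difference. Within set 1 as well, WNT genes (8.9th percentile) and NOTCH genes (26.5th) were inside the middle 95%. With the ratio of mean RPKM, where the median of all genes was 1.08, ZNF genes were still below the middle 95% (0.63), and the FGF, BMP and MAGE lists were inside it (0.76, 0.41 and 0.41). Inside the middle 95% in the pooled cells were mitosis genes with 0.11 (-0.073 and 0.64 within the sets), glycolysis genes with -0.31 (-0.37 and 0.41), ribosomal proteins with 0.15 (0.072 and 0.34), ATP5 subunits with 0.98 (0.17 and 1.46) and genes of the mitochondrial genome with 1.04 (-0.33 and 0). In set 2, ribosomal proteins and genes of the mitochondrial genome, 3 of 9 of which are listed at 0 in all kept cells there, were below the middle 95%.

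**Figure D3:**
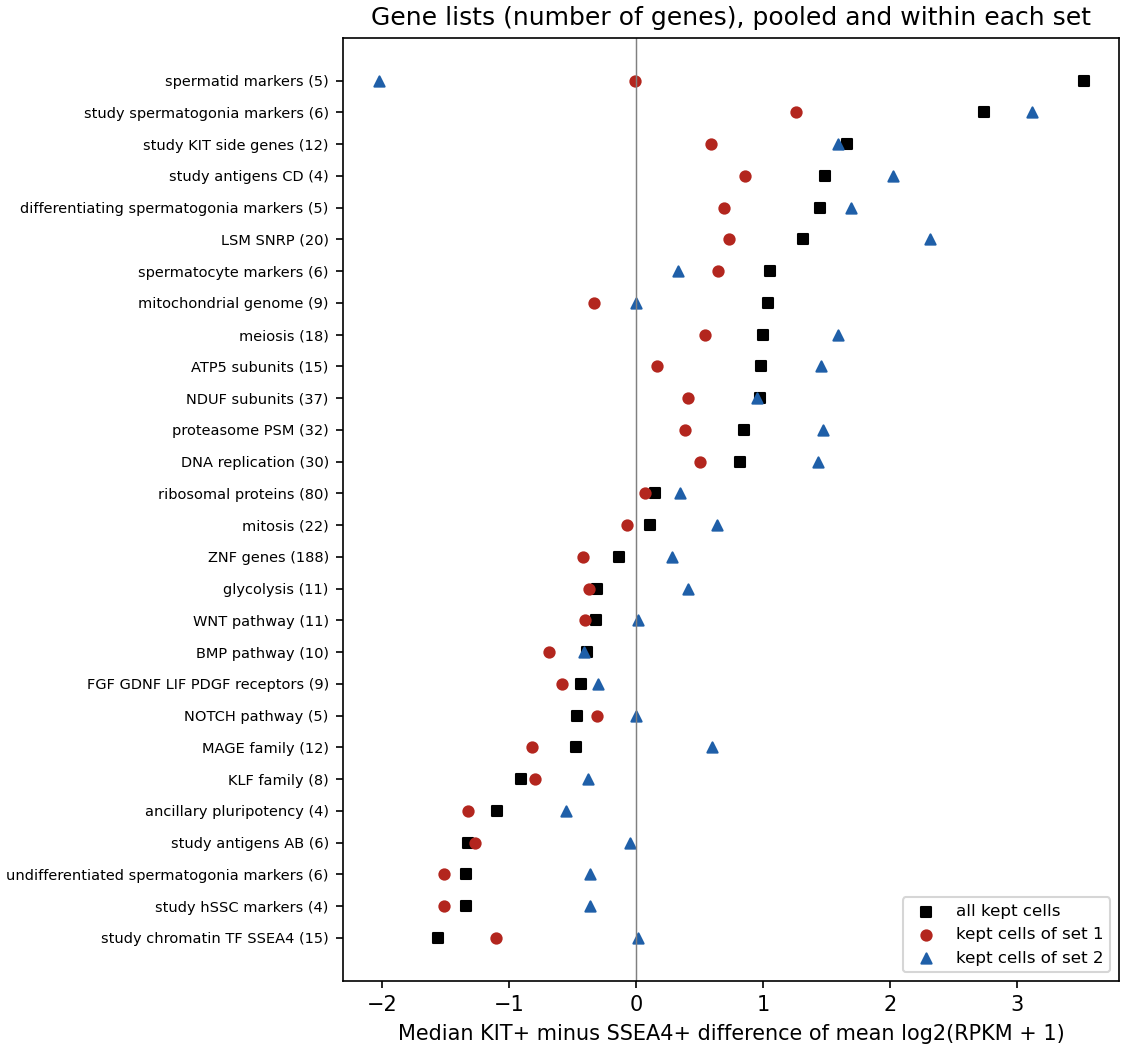
Median KIT+ minus SSEA4+ difference of mean log2(RPKM + 1) for 28 gene lists, with the number of tested genes in parentheses. Squares are all kept cells and circles and triangles the kept cells of set 1 and set 2. The spermatid markers have 3.52 in the pooled cells and -2.02 in set 2.

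Single genes are given with their place in GRCh37. ID4 (ENSG00000172201, chromosome 6, 19837601 to 19842428) was detected above 0.5 in 45 of 62 kept SSEA4+ cells (72.6%, 59.8 to 83.1) and 1 of 30 KIT+ cells (3.33%, 0.0844 to 17.2), with a difference of -2.75 and -2.76 and -3.06 within the sets. FGFR3 (ENSG00000068078, chromosome 4, 1795020 to 1810599) was detected in 39 of 62 (62.9%, 49.7 to 74.8) and 4 of 30 cells (13.3%, 3.76 to 30.7), with a difference of -1.33, and -1.31 and -0.13 within the sets. ETV5 differed by -1.23 (-1.51 and -0.33), SALL4 by -1.35 (-1.50 and -0.39). GFRA1 was detected in 29% of kept SSEA4+ cells and in none of 30 KIT+ cells, which allows up to 11.6%, and BCL6 in 17.7% and 6.67%. In set 2, GFRA1 was detected in no kept cell of either sort and BCL6 in 33.3% and 9.52%. Of the spermatogonia markers, SYCP3 differed by 3.0 (2.79 and 2.12), SSX3 by 2.49 (2.98 and 3.35), SYCE3 by 3.13 (1.16 and 3.40) and SOHLH2 by 2.09 (0.40 and 2.88). NR6A1 differed by 3.14, with -0.025 in set 1 and 4.81 in set 2. Among the antigens, FMR1 differed by -2.01 (-1.84 and -3.65) and DMRT1 by 2.49 (1.30 and 2.46). With the cells below the filter included, the differences of DMRT1 and SOHLH2 in set 1 were -0.43 and -0.090, and those of FGFR3, GFRA1 and SALL4 in set 2 were 0.13, 0.027 and 0.0037, against medians of all genes of -0.48 and 0.54. In both sets the added cells had fewer germ cell genes than the kept ones, so these values need not describe spermatogonia.

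The 10 genes with the largest positive difference lay between 4.11 and 5.46, and 6 of them had the same sign within both sets. HSPA5 (ENSG00000044574, chromosome 9, 127997132 to 128003661) had a mean of 1.95 (SD over cells 2.07) in SSEA4+ and 6.42 (SD 2.86) in KIT+ cells, a difference of 4.47 with 3.83 and 4.86 within the sets. DDOST had 4.38 (2.42 and 6.72, but -0.099 with all cells of set 1, against -0.48 for all genes), PRSS21 4.11 (2.64 and 4.85) and FMR1NB 4.54 (1.48 and 5.02). For RP11-325O24.2 and RP11-325O24.5, the differences of 4.57 and 4.44 were 0.096 and 0.043 in set 1. MTRNR2L1 (5.46) had -0.11 in set 1, PRM1 (5.42) had -2.02 in set 2, RNU4-2 (4.39) had -1.14 in set 2, and RNU5B-1 (4.21), listed at 0 in set 1, had -3.93 in set 2.

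The 10 genes with the largest negative difference all had the same sign within set 1, and 4 of them within set 2. MT-CO1 (-7.42), MT-ND2 (-6.84) and MT-ND1 (-6.79) were listed at 0 in every cell of set 2, and their differences within set 1 were -0.33, -0.62 and -0.91. TSPYL5 (ENSG00000180543, chromosome 8, 98285716 to 98290156) had a mean of 7.86 (SD 2.33) in SSEA4+ and 2.63 (SD 2.78) in KIT+ cells, a difference of -5.23 with -4.84 and -1.82 within the sets. With all cells of set 2 it was 0.017, below the 0.54 of all genes. AC068279.2 (-3.61), DCAF4L1 (-3.30) and AC004257.3 (-3.01) were also negative in both sets, with -1.74, -0.35 and -0.41 in set 2, although DCAF4L1 had 2.11 with all cells of that set. TSPYL6 (-3.43) had 1.24, TXNIP (-3.11) 0.73 and L1TD1 (-2.96) 0.23 in set 2.

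KIT itself (ENSG00000157404, chromosome 4, 55523434 to 55606949) was detected above 0.5 in 29 of 62 kept SSEA4+ cells (46.8%, 34 to 59.9) and 20 of 30 KIT+ cells (66.7%, 47.2 to 82.7), and the intervals overlapped. Within set 1 the shares were 50% and 77.8%, and within set 2 they were 16.7% of 6 cells and 61.9% of 21. The difference of its mean was 1.45, with 1.36 and 1.69 within the sets. KIT and FGFR3 together were detected in 18 of 62 SSEA4+ cells (29%, 18.2 to 41.9) and 4 of 30 KIT+ cells (13.3%). Within set 1 these were 32.1% and 22.2%, and within set 2 they were 0% and 9.52%. Counting values above 0 moved these shares most, with KIT in 88.7% of SSEA4+ and 93.3% of KIT+ cells and both genes in 79% and 33.3%. The somatic markers GATA4 and LHCGR, taken as background, were detected in 1.61% and 1.61% of SSEA4+ and in 6.67% and 0% of KIT+ cells, at median recovered reads of 1138089 and 2259781. The germ cell genes DDX4 and DAZL were detected in 79% and 59.7% of SSEA4+ cells and 86.7% and 66.7% of KIT+ cells. For DDX4 the shares of the sorts were 82.1% and 66.7% in set 1 and 50% and 95.2% in set 2, and for DAZL 60.7% and 77.8% in set 1 and 50% and 61.9% in set 2.

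Markers of other cells were summarised by the mean share of kept cells in which a gene was detected. For 37 somatic genes it was 9.94% in SSEA4+ and 6.13% in KIT+ cells, with 8.98% and 5.41% in set 1 and 18.9% and 6.44% in set 2. Of these, Sertoli genes had 9.03% and 4.67%, Leydig genes 14.1% and 14.3%, myoid genes 12.5% and 4.58%, macrophage genes 3.46% and 2.86%, and endothelial genes 11% and 4.67%. In the same order of lists and sorts, the shares in set 1 were 8.39% and 3.33%, 13.3% and 17.5%, 10.9% and 1.39%, 2.04% and 3.17%, and 10.7% and 2.22%. In set 2 they were 15% and 5.24%, 21.4% and 12.9%, 27.1% and 5.95%, 16.7% and 2.72%, and 13.3% and 5.71%. Over all kept cells the highest single somatic gene was DLK1, in 51.6% and 46.7%. By set, INSL3 was higher in the 9 KIT+ cells of set 1 (55.6%), and DCN (83.3%) and CLDN11 (66.7%) in the 6 SSEA4+ cells of set 2. For 10 spermatocyte genes the mean share was 30.3% and 32.7%, with 30.5% and 33.3% in set 1 and 28.3% and 32.4% in set 2. For 14 spermatid genes it was 17.2% and 32.4%, with 12.8% and 19% in set 1 and 58.3% and 38.1% in set 2, and the value within set 2 for SSEA4+ cells was the largest move of any alternative.

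Of the core pluripotency genes, only NANOG was analysed here. It was detected in none of 62 SSEA4+ cells, which allows up to 5.78%, and in 1 of 30 KIT+ cells (3.33%, 0.0844 to 17.2), a difference not detectable at this number of cells. The 6 ancillary pluripotency genes had a mean share of 40.9% in SSEA4+ and 12.2% in KIT+ cells, with 42.3% and 9.26% in set 1 and 27.8% and 13.5% in set 2. TCF3 was detected in 82.3% and 23.3%, KLF4 in 50% and 23.3%, SALL4 in 45.2% and 6.67%, and STAT3 in 41.9% and 13.3%. MBD3 was in 11.3% and 0% (12.5% and 0% in set 1, 0% and 0% in set 2), and KLF2 in 14.5% and 6.67% (14.3% and 0% in set 1, 16.7% and 9.52% in set 2). Within set 2, with 6 SSEA4+ cells, the shares were 33.3% and 23.8% for TCF3, 50% and 23.8% for KLF4, 16.7% and 9.52% for SALL4, and 50% and 14.3% for STAT3. A threshold of 5 moved the mean share of SSEA4+ cells most, to 15.3%, and a threshold of 0 that of KIT+ cells, to 35%.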

Values the study reported

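The study described 175 single-cell datasets, of which 92 passed its filters, 60 from the SSEA4+ sort and 32 from the KIT+ sort, with 9000 genes retained. Its clustering of the cells used 2,685 genes called as differentially expressed.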

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

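Of the tests here, those of macrophages, of free RNA, of reads per cell and of carry-over into kept cells were chosen only after their results or closely related values had been seen, while the lists of mast cell, lymphocyte and germ cell genes were written before their values were examined.

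KIT+ cells of set 1 below the filter on detected genes are not used in the main comparisons of the sorts, only in alternatives, and they carried a signal that was far weaker in the kept cells of that set. CD69 is outside the rule for named genes and was singled out after its values were seen. It took the largest mean share of the recovered reads in the KIT+ cells of set 1. That ranking leaves out genes whose reads could not be recovered, which may be more abundant. CD69 was above RPKM 0.5 in 22 of the 23 KIT+ cells of set 1 below the filter, with a mean of 1024 RPKM, in 6 of the 9 kept KIT+ cells of that set, with a mean of 4.65, and in 6 of its 56 kept SSEA4+ cells, with a mean of 1.15. A list of 12 mast cell genes was then tested in these cells. On average 65.2% of the 23 cells had a given gene of the list above 0.5, against 5.51% of the kept SSEA4+ cells of set 1, and all 12 genes had the higher share in the former. At least 6 of the 12 genes were detected in 19 of the 23 cells. With recovered reads over exon lengths in place of gene spans, the most abundant of them were CPA3 with a mean of 3562 in 19 of 23 cells, SRGN with 1261 in 19, HDC with 928.1 in 18 and SLC18A2 with 472.1 in 13. None of the 12 genes is on another list used here or was picked by the study. How many of them germ cells express was not known beforehand, and the share of 5.51% in kept SSEA4+ cells of set 1 serves as that measure.

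Several technical explanations are argued against by the tables. Lymphocytes would bring T, NK or B cell genes, but 0% of the 23 cells had a given gene of the T and NK cell list and 0% one of the B cell list. Free mast cell RNA added to germ cells would leave the germ cell genes in place, yet these were detected in a mean of 10.3% of the 23 cells, against 59.6% of the 9 kept KIT+ cells of the same set. The 23 cells have fewer detected genes by selection, with a median of 4742 genes above 0 against 6999. That germ cell list has 11 genes in the table, of which 7 are on other lists and 5 were picked by the study. The 23 cells had a median of 1262405 recovered reads against 2782150 in those 9 cells. With the reads of the 9 cells thinned to 1262405, a mean of 59.4% still had a given germ cell gene (58.6 to 59.6% over 100 draws), so fewer reads alone do not account for the low share. RPKM scales with the reads of a cell, so thinning could change few calls. It does not mimic less RNA captured per cell, which was not tested. Macrophages would bring their genes as a set. The 7 macrophage genes had a mean share of 11.2% in the 23 cells, above the 2.04% of kept SSEA4+ cells of that set, but it came mostly from TYROBP and FCER1G, in 8 cells each. CD14, CSF1R and C1QA were in 0, CD163 and AIF1 in 1 each, the median gene was in 4.35% of cells, and no cell had more than 2 of the 7. These comparisons were all made within set 1, so the gene lengths that differ between the sets are not involved.

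A candidate explanation is that mast cells, which carry KIT on their surface, came along in the sort for KIT, in line with the 65.2% above and with KIT in 21 of the 23 cells. This remains a hypothesis, found and tested on the same cells. No label names a cell type other than spermatogonia, the donor of each cell is not given, and a mixed sample or a few columns under a wrong label were not tested. Among the KIT+ cells of set 2 below the filter, the mean share of the mast cell genes was 31%, with at least 6 genes in 5 of 21 cells and CD69 in 5 cells. Germ cell genes had a mean share of 35.5% in the same cells, against 59.3% in kept KIT+ cells of set 2. Free mast cell RNA is therefore argued against in set 1 only and stays open for these cells of set 2. CPA3 had a mean of 1434.8 but a median of 0.46 RPKM there, and 42.5% of the sum over the mast cell genes came from 1 cell. In all kept KIT+ cells the share was 21.1%, with 14.8% in set 1 and 23.8% in set 2, against 5.51% and 15.3% of kept SSEA4+ cells. In set 1 the mean over genes was 1.04 RPKM in kept KIT+ cells, 0.256 in kept SSEA4+ cells and 61.3 in KIT+ cells below the filter. In set 2 these means were 1.83, 40.7 and 218.2 RPKM, so that the 6 kept SSEA4+ cells exceeded the kept KIT+ cells, with 62.6% of their sum from 1 cell. RNA carried over between KIT+ libraries may give the low values of kept KIT+ cells and was not tested as a source for the SSEA4+ cells of set 2. A few kept cells with mast cell RNA of their own may do so as well, and 4 of the 30 KIT+ cells had at least 6 of the genes, so these cannot be told apart.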

How the results depend on the processing

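Values within the sets, from 1 fit with sort and set, from all cells of a set, centred within each set, from 1 set of exon lengths and from at least 1 recovered read are alternatives chosen after seeing the data, as were the area under the ROC curve of the marker score and the place of a list among random lists under each alternative, and all others were chosen beforehand. The cause of a change was not tested unless it is given. A list counts as changed in sign only if it lay outside the middle 95% of random lists in the pooled cells, and a gene only if its difference exceeded the SD over cells. A change of sign alone does not go against a list or gene where the alternative shifted all genes, so each list was also placed among random lists of like expression under the same alternative. Of the 21 changes of sign of lists under alternatives chosen beforehand, 3 put the list outside the middle 95% on the other side, 15 inside it and 3 outside it on the same side as before. Under the alternatives added later these were 2, 16 and 6. Those on the other side were all of spermatid markers. Genes were not placed in this way.

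Over all 21 alternatives run for them, stem cell markers stayed lower in KIT+ cells (from -3.14 with cells rescaled to the same sum to -0.10 with all cells of set 2) and spermatogonia markers stayed higher (from 0.15 with all cells of set 1 to 4.38 with the ratio of mean RPKM). The gene KIT (0.42 to 3.23) and the gene SYCP3 (0.37 to 3.70) stayed higher in KIT+ cells over the same 21. The marker score, median, KIT+ stayed between 0.52 and 1.48 over its 6 alternatives, and that of SSEA4+ cells stayed below 0. Among random lists, stem cell markers were below the middle 95% in 18 of the 21 alternatives, chromatin and transcription genes below it in 20, spermatogonia markers and KIT-side genes above it in 20 each and meiosis genes above it in 21, with the rest inside. Spermatid markers were above it in 12, inside in 4 and below in 5. Several lists outside the middle 95% in the pooled cells were mostly inside it under the alternatives. These were WNT pathway genes (inside in 17 of 21), NOTCH pathway genes (17 of 20) and receptors for FGF, GDNF, LIF and PDGF (12 of 21). Differentiating spermatogonia markers (13 of 21) and spermatocyte markers (12 of 21) were so as well.

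A looser or stricter minimum changed the share of cells that passed by construction. With at least 2000 detected genes 75.2% of SSEA4+ and 68.9% of KIT+ cells passed, with 4000 45.5% and 20.3%, and with 5000 19.8% and 4.05%. Counting genes above 0 gave 74.3% and 89.2%, which turned the order of the sorts, and counting those above 1 gave 27% of KIT+ cells. Within set 1 the shares were 100% and 28.1%, and within set 2 that of SSEA4+ cells was 13.3%. The median of detected genes moved by construction to 7912.5 and 6755.5 above 0, 3771.5 and 3121 above 1, and 1761.5 and 2001.5 above 5, where KIT+ cells had more. For SSEA4+ cells it was 3501.5 within set 2 and 6446 with 1 set of exon lengths.

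The median difference over all genes moved from 0.17 to 1.08 with the ratio of mean RPKM, -0.48 with cells rescaled to the same sum, -0.25 with rescaling by the upper quartile, -0.48 with all cells of set 1 and -0.53 with 1 set of exon lengths.

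For the study's lists, whose pooled medians were -1.34, 2.74, -1.55 and 1.66 for stem cell markers, spermatogonia markers, chromatin and transcription genes and KIT-side genes, these alternatives moved the size and kept the sign. A pseudocount of 0.1 gave stem cell markers -3.0, spermatogonia markers 3.53, chromatin and transcription genes -2.85 and KIT-side genes 2.36. A pseudocount of 10 gave stem cell markers -0.40, spermatogonia markers 1.62, chromatin and transcription genes -0.43 and KIT-side genes 0.79. The ratio of mean RPKM gave stem cell markers -2.39, spermatogonia markers 4.38, chromatin and transcription genes -0.72 and KIT-side genes 3.23. Rescaling to the same sum gave stem cell markers -3.14 and chromatin and transcription genes -3.19, and rescaling by the upper quartile stem cell markers -1.82, spermatogonia markers 1.99, chromatin and transcription genes -2.02 and KIT-side genes 1.07. A single set of exon lengths gave stem cell markers -2.40, spermatogonia markers 1.71 and KIT-side genes 0.93. Genes detected in at least 40 cells gave KIT-side genes 2.07. All cells gave stem cell markers -0.82, spermatogonia markers 1.56, chromatin and transcription genes -1.04 and KIT-side genes 0.79. Cells with at least 5000 genes, which left 3 KIT+ and 20 SSEA4+ cells, gave spermatogonia markers 3.49 and KIT-side genes 2.86. The 3 KIT+ cells are all in set 2 and nearly all of the SSEA4+ cells in set 1, so these values compare the sets as well as the sorts. The 28 cells per sort matched on detected genes gave chromatin and transcription genes -1.07, and a linear fit on detected genes chromatin and transcription genes -1.25. Sort and set in 1 fit gave spermatogonia markers 1.90, chromatin and transcription genes -1.07 and KIT-side genes 0.99. KIT+ cells of high title numbers against SSEA4+ cells of low ones, which also cross the sets by construction, gave KIT-side genes 2.22.

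Among other lists, ZNF genes changed sign with a pseudocount of 10, still below the middle 95% (0.025). The ratio of mean RPKM, under which the median of all genes was 1.08, turned the sign of FGF, GDNF, LIF and PDGF receptors 0.76, BMP pathway 0.41, ZNF genes 0.63 and MAGE family 0.41, of which ZNF genes stayed below the middle 95% and the others were inside it. Without a gene filter WNT pathway 0.059 and spermatocyte markers -0.10 changed sign, and with genes in at least 40 cells WNT pathway 0.42 did, both with other genes in the list by construction and inside the middle 95%. All cells turned the sign of spermatid markers -0.55, PRM1 -0.78 and RNU4-2 -0.057, with spermatid markers below the middle 95%. The fit of sort and set together that of spermatid markers -0.19 and RNU4-2 -0.21, with spermatid markers inside it.

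Blocks of title numbers held the same kept cells as the sets, so that low against low and high against high numbers repeat the values within set 1 and set 2. Within set 1 the study's lists were spermatogonia markers 1.26, chromatin and transcription genes -1.10 and KIT-side genes 0.59, and spermatid markers -0.0052, MTRNR2L1 -0.11 and NR6A1 -0.025 had changed sign, with spermatid markers inside the middle 95%. Within set 2, with 6 SSEA4+ cells and a median of all genes of 0.47, stem cell markers had -0.36. The sign changed for chromatin and transcription genes 0.016, WNT pathway 0.016, ZNF genes 0.29, MAGE family 0.60 and spermatid markers -2.02, and the genes L1TD1 0.23, MAGEB2 0.59, PRM1 -2.02, RNU4-2 -1.14, TSPYL6 1.24, TXNIP 0.73 and ZNF518B 0.23. Of these lists, chromatin and transcription genes stayed below the middle 95%, spermatid markers had moved from above to below it, and the others were inside.

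KIT+ cells of low against SSEA4+ cells of high title numbers cross the sets and so mix the 2 quantifications by construction. They gave stem cell markers -0.54, spermatogonia markers 1.05, chromatin and transcription genes 0.15 and KIT-side genes 0.31. The sign changed for the lists NOTCH pathway 0.051, ZNF genes 0.075, MAGE family 0.0076, spermatocyte markers -0.057 and spermatid markers -6.45, and the genes ATP5J -0.50, CTNNB1 -2.01, DCAF4L1 1.36, FGFR3 0.086, L1TD1 0.030, MT-CO1 11.8, MT-ND1 9.89, MT-ND2 10.4, MTRNR2L1 -8.02, PRM1 -8.66, RNU4-2 -8.09, RP11-325O24.2 -0.91, RP11-325O24.5 -0.85, SNRPF -0.0015, TSPYL6 2.03, TXNIP 1.30 and ZNF518B 1.26, as well as the chromatin and transcription genes. Of these lists, spermatid markers had moved from above to below the middle 95%, and the others were inside.

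All cells of set 1 add the 23 KIT+ cells below the filter. In these the mean share was 10.3% for germ cell genes and 65.2% for mast cell genes. The changes may therefore come from cells other than spermatogonia. The median of all genes was -0.48. All cells of set 1 gave spermatogonia markers 0.15, chromatin and transcription genes -1.26 and KIT-side genes -0.067, the last with its sign changed but still above the middle 95%. The sign also changed for the lists antigens of later states -0.28, DNA replication -0.41, meiosis -0.044, NDUF subunits -0.26, LSM SNRP -0.51, proteasome PSM -0.75, differentiating spermatogonia markers -0.42 and spermatocyte markers -0.32, and the genes DDOST -0.10, DMRT1 -0.43, MT-ND2 0.076, NDUFA6 -0.18, NR6A1 -1.10, PSMD11 -1.13, SMC1B -0.33, SNRPF -0.14, SOHLH2 -0.090 and ZNF280B -1.59. Of these lists, meiosis and NDUF subunits stayed above the middle 95%, and the others were inside. All cells of set 2 add 39 SSEA4+ and 21 KIT+ cells. Germ cell genes had mean shares of 19.3% and 35.5% in these, against 33.3% and 59.3% in the kept cells of each sort. With a median of all genes of 0.54, all cells of set 2 gave stem cell markers -0.10, spermatogonia markers 2.25 and chromatin and transcription genes 0.25, the last with its sign changed but still below the middle 95%. The sign also changed for the lists antigens of earlier states 0.27, FGF, GDNF, LIF and PDGF receptors 0.17, WNT pathway 0.15, ancillary pluripotency 0.031, ZNF genes 0.37, MAGE family 0.46 and spermatid markers -3.52, and the genes DCAF4L1 2.11, FGFR3 0.13, GFRA1 0.027, L1TD1 0.23, MAGEB2 1.09, PRM1 -5.05, RNU4-2 -2.70, SALL4 0.0037, TCF3 0.059, TSPYL5 0.017, TSPYL6 0.71 and ZNF518B 0.43. Of these lists, antigens of earlier states stayed below the middle 95%, spermatid markers had moved from above to below it, and the others were inside.

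Separation of the sorts on the first and second component was 0.95 and 0.604 with a pseudocount of 10, 0.998 and 0.512 with components computed within set 1, and 0.561 on the first with all cells. Neighbour purity of SSEA4+ cells was 86.7% within set 2, 90% on residuals after a fit on detected genes and 88.4% with centring within each set, and that of KIT+ cells was 75.6% within set 1, where 9 KIT+ cells were kept. The share of KIT+ cells with a marker score above 0 was 79.7% among all cells, 100% within set 1 and 71.4% within set 2, and that of SSEA4+ cells 32.1% and 0% within the sets. The median score of SSEA4+ cells was -1.2 within set 2. The 0 of the score moves with the mix of sorts by construction, so these shares within sets are not on the pooled scale. The area under the ROC curve of the score, added after the data were seen, was 0.978 in all kept cells, 0.996 in set 1 and 0.960 in set 2.

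A threshold of 0, and likewise at least 1 recovered read, put KIT in 88.7% of SSEA4+ and 93.3% of KIT+ cells and KIT with FGFR3 in 79% and 33.3%. A threshold of 5 gave 24.2% and 46.7%, and 3.23% and 0%. A threshold of 1 gave KIT with FGFR3 in 3.33% of KIT+ cells. Among all SSEA4+ cells the shares were 29.7% and 17.8%, and within set 2 16.7% and 0%. At a threshold of 0 the mean share of SSEA4+ cells was 20.4% over somatic, 48.2% over spermatocyte, 6.45% over core pluripotency and 60.2% over ancillary pluripotency genes, and that of KIT+ cells 35% over the last. At a threshold of 5 it was 12.3% over spermatocyte, 8.41% over spermatid and 15.3% over ancillary pluripotency genes in SSEA4+ cells, and 3.33% over the last in KIT+ cells. Within set 2 it was 58.3% over spermatid and 27.8% over ancillary pluripotency genes in SSEA4+ cells, and within set 1 it was 0% for NANOG in KIT+ cells. Shares at another threshold change by construction, and the cause of the others was not tested.

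Of the values for named genes under alternatives chosen beforehand, 1383 stayed within the SD over cells, 119 moved beyond it and 28 changed sign. For lists these numbers were 172, 224 and 21, the spread there being the SD of random lists. Under the alternatives added later they were 492, 88 and 32 for genes and 51, 93 and 24 for lists. The tolerance for the median of all genes, the SD over cells of the cell mean (0.391), was chosen after the values were seen in place of 0.5, with which rescaling by the upper quartile would have counted as no change. No median was taken for a list with fewer than 3 tested genes. TMM factors, chosen for the case of raw counts, were not run because the table holds RPKM. The number of kept cells, with 6 SSEA4+ and 9 KIT+ cells in the smaller groups of the sets, limits every value within a set, and the recovered reads of kept cells, from 102956 to 5127114, limit which genes of low level can be detected.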

Other observations

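Among the tests here, those of reads per cell and of spermatid genes by set were chosen only after the result was seen, and the values within sets and with 1 set of exon lengths were chosen after seeing the data. The reading of the test of introns and that of spermatid genes in set 1 were also changed to open ones after their values were known, for the reasons given.

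The pooled difference between the sorts depended on the gene lengths behind the RPKM of the 2 sets. Across 6779 genes it followed the ratio of the lengths in set 1 to those in set 2 with a Spearman rho of 0.273. Within set 1 the rho was 0.0056 and within set 2 it was -0.0069. The sorts were spread unevenly over the sets, with 6 of 62 kept SSEA4+ and 21 of 30 kept KIT+ cells in set 2, so the unequal lengths may account for part of the pooled differences. Dividing recovered reads by 1 set of exon lengths did not bring the relation to 0 but turned it to -0.256, and the cause of that turn was not tested. Genes are not independent replicates. Whether the sets also differ in donor, sort day or sequencing run is not in the labels, so any biological difference between the cells of the sets remains open and untested.

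A difference in the reads themselves would arise if introns had been counted in set 1. Across 5296 genes, the reads of set 1 over those of set 2 had a rho with intron length of -0.0018 in SSEA4+ cells and of 0.107 in KIT+ cells. The sorts gave different answers and only 6 kept SSEA4+ cells are in set 2, so intron reads may or may not have been counted and the tables leave this open. The fit of the lengths in set 1 to gene spans concerns the divisor of the RPKM, not the reads.

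The set in place of the sort was tested as the cause of the separation on the first component. The sets were separated with an area of 0.736 there, less than the 0.848 of the sorts, and the sorts were separated within both sets, with 0.97 and 0.841. Among SSEA4+ cells alone the sets were separated with an area of 0.536 on the first component, and among KIT+ cells alone with 0.762. The tables argue against the set as the whole cause on that component, but leave open a part for it among KIT+ cells. Reads per cell were not tested as a cause. In set 2, cells with few reads lay low on the component in both sorts, such as SSEA4+ cell 66 (464262 reads, -42.0) and KIT+ cell 71 (296754 reads, -41.0). The component had a Spearman rho with detected genes of 0.423 there and 0.210 in set 1. The 0.841 within set 2 may thus partly reflect depth. On the second component the order was the other way, with 0.881 for the sets and 0.817 for the sorts.

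The lower share of KIT+ than SSEA4+ cells in set 1 that passed the filter did not go away with a common gene length. With 1 set of exon lengths, 46.9% of the KIT+ cells of set 1 passed against 100% of the SSEA4+ cells, and in set 2 they were 45.2% and 8.89%. Reads per cell argue against depth as the cause of the opposite order in the sets, since in set 1 the sort with more passing cells had the lower median, 1138089 reads against 1629317. In set 2 alone, SSEA4+ cells had both fewer reads and fewer passing cells. Among its cells with over 1000000 recovered reads, 3 of 10 SSEA4+ cells (30%, 6.67 to 65.2) and 16 of 25 KIT+ cells (64%, 42.5 to 82%) passed. The intervals overlap and the cells are few, so depth and other differences between the sorts cannot be told apart in set 2. That every SSEA4+ cell of set 1 passed may reflect a selection of cells before deposit, which the labels do not state and which was not tested.

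Spermatid transcripts were found in both sorts. In set 2, PRM2 rose together with the mean of the other spermatid genes over 27 kept cells, with a Spearman rho of 0.903, while over the 65 kept cells of set 1 it was 0.0873. Cells are not independent samples, and no test was made. A source in whole spermatids or their RNA, carried along in both sorts, would be consistent with set 2. In set 1 a given spermatid gene was detected in a mean of 13.6% of cells, but PRM2 was in 32.1% of SSEA4+ and 66.7% of KIT+ cells and PRM1 in 23.2% and 77.8%. There PRM2 had a rho of 0.317 with PRM1 and 0.206 with TNP1, against 0.904 and 0.892 in set 2. The genes gave different answers in set 1, so this source is left open there. In the 39 SSEA4+ cells of set 2 below the filter the mean share was 41.6%, and the genes were very unequal. TNP1, PRM1 and PRM2 were detected in 39 of these 39 cells, with medians of 1153, 52347 and 2695 RPKM and means of 15414, 70399 and 23403 RPKM, so that a few cells carry much of the means of TNP1 and PRM2. CRISP2 was detected in 38, with a median of 11.6 RPKM, while TNP2 was detected in 0 and SPACA1 in 2. In set 2, PRM1 was also detected in all 6 kept SSEA4+ cells, all 21 kept KIT+ cells and 20 of the 21 KIT+ cells below the filter. These values do not tell whole spermatids from their free RNA. An expression of these genes by spermatogonia themselves was not tested.

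The recovered reads of the most abundant genes were also examined by set. The 10 most abundant genes of each cell, which differ between cells, took a mean of 42.8% of the recovered reads in SSEA4+ cells of set 2 and 23.6% in KIT+ cells of set 2, against 3.88% and 13.7% in set 1. Genes of the mitochondrial genome took 13% and 12.9% in set 2 and 1.38% and 1.55% in set 1. Recovery tried no more than 30 reads for the smallest value, so genes abundant in every cell may be missing. MT-CO1, MT-ND2 and MT-ND1 had means of 7006, 3123 and 2852 RPKM in SSEA4+ cells of set 1, which goes against a share as low as 1.38%. The shares of set 1, also those of the 10 most abundant genes, may thus be too low. They cannot be compared with set 2. No biological explanation of these values was tested.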
